A study of Hordeum vulgare with 6 samples.

How the data were processed

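The series holds 6 libraries from barley endosperm at 16 days after pollination, of which 3 are H3K27me3 ChIP libraries and 3 are input libraries, each group with replicates numbered 1 to 3. Per the labels' protocols, chromatin was cross-linked with formaldehyde, sonicated and precipitated with an antibody against H3K27me3. The protocol has sheared chromatin pooled before the precipitation and does not say what was pooled, so whether the replicates are separate tissue samples or separate precipitations is not stated. The DNA was sequenced as paired-end reads of 150 bp. Samples without antibody are mentioned in the protocol and were not analysed here.

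The data analysed were 3 peak lists, 1 per ChIP library, so that peaks had been called on each replicate by itself and not on pooled reads. The lists are in the 9-column broadPeak format without a header. The aligner, the peak caller, its version and settings, the genome build and the way the input libraries entered the peak calling are not stated in the labels or in the lists. The deposited fold of a peak is the seventh column, read here as a ratio of the ChIP signal to the peak caller's background within the peak. As the peak caller is not stated, this reading is an assumption. The deposited −log10 p-value and −log10 q-value are the eighth and ninth columns. The deposited score is the fifth column, and it equalled 10 times the −log10 q, cut to a whole number, in 99.9% of the peaks. These values belong to the authors' peak caller and were used only to describe, rank or filter peaks. The lowest −log10 q was close to 1 in every list (1.03 ± 0.014, SD, n = 3), so the lists hold peaks with q up to 0.097. Because the lists give folds and not reads, the depth of each library is unknown, and no counting interval was computed. A lower depth raises the fold that a region needs to be called, which affects the number of peaks and the overlap between replicates.

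Peak numbers ran without a break from 1 to the last peak in each list. The peak names in the list of replicate 3 carry the library number 4, while the labels call this library replicate 3; the labels were followed. The lists of the replicates differed from each other, with a base-pair Jaccard index of at most 0.803, so no pair was treated as the same library.

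Positions were read as 0-based starts and are printed 1-based. Chromosome lengths were not given, so the largest peak end over the 3 lists stood for the length of each chromosome. Peaks of all replicates were merged where they overlapped or touched, and each merged region was classed by the number of replicates with a peak in it. The highest fold among a replicate's peaks was taken as its value for a region. Overlap between replicates was counted at a minimum of 1 bp and tested against 1000 random placements of the peaks on their own chromosome with bedtools 2.31.1 (shuffle, no overlap among the placed peaks). The number of regions in all 3 lists was set against 100 random placements of all 3 lists. The distal share was the percentage of midpoints within 10% of the chromosome length from either end, tested against 1000 random placements, with the unplaced sequence left out. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The overlap and distal tests were tested on simulated lists. For 5413 simulated peaks of which 60% were shared by construction, the overlap found was 61.2% against 7.17% at random, and unrelated lists gave 7.24% against 7.18%. For 3000 simulated intervals of which 40% were placed distally, the share found was 41.1%.

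The named regions are, by a rule fixed before the data were examined, the 5 regions of all 3 replicates with the highest mean percentile rank of fold and the 5 widest. The tests, the samples and the alternatives were also fixed before the data were examined, except where the closing section says otherwise. The subset with a mean fold of at least 5, the chromosome densities and the comparison of regions missing from replicate 1 were chosen after the lists had been seen. The alternatives were a −log10 q of at least 5, a fold of at least 3, an equal number of peaks per replicate, leaving out each replicate, other overlap and merging criteria, other widths of the distal part and random placement within 5 Mb.

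Planned results on genes were left out of the report. Peaks at genes and genes with H3K27me3 needed an annotation of the build of the lists, which is not named, and gene classes needed product descriptions, which the gene table used here does not give. A RefSeq gene table of the MorexV3 assembly was used only in the closing section. There it served to test whether the peak positions are on that assembly. Under that hypothesis, it also served to examine how often peaks and regions overlapped genes. None of its positions are printed.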

Results

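Genome-wide positions of H3K27me3 were measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in the endosperm of barley (Hordeum vulgare) cultivar Morex, a 6-rowed spring type, at 16 days after pollination. H3K27me3 is a trimethyl mark on a lysine of the histone H3 tail that Polycomb repressive complexes deposit, and the endosperm is the starch-storing tissue of the grain. The series lists 3 ChIP libraries and 3 input libraries, all from the same tissue, stage and genotype. A list of peaks was analysed for each ChIP library, and the input libraries were not analysed here as separate measurements. The labels describe 1 condition only, so the comparisons that the design allows are those between the 3 replicates and those between the peaks and random positions. Peak lists carry no read counts, so the sequencing depth behind each list is unknown. The labels do not say whether the replicates came from separate tissue, so the SD between them may hold technical variation alone.

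The 3 replicates gave 4273, 5593 and 5815 peaks, which is 5227 ± 834 (SD, n = 3). Replicate 1 had the fewest. The peaks covered 152 Mb in replicate 1, 170 Mb in replicate 2 and 172 Mb in replicate 3, or 164 ± 10.7 Mb (SD, n = 3). These lengths include peaks on the sequence named Un, which is not one of the 7 chromosomes. The peaks on the chromosomes alone covered 3.71% ± 0.26 (SD, n = 3) of the combined chromosome length, measured up to the last peak on each. Peaks were broad. Their median width was 9.09 ± 0.61 kb (SD, n = 3), and the widest peak of each list spanned 3.11 ± 0.018 Mb (SD, n = 3). The median fold enrichment, as given by the authors' peak caller for each peak, was 2.53 in replicate 1, 2.18 in replicate 2 and 2.19 in replicate 3. The highest fold was 96.1 ± 5.0 (SD, n = 3). Wider peaks had a higher fold, with Spearman's rho across the peaks of a list of 0.746 ± 0.0052 (SD, n = 3); peaks of a list are not independent replicates. The number of peaks depended most on the fold threshold: keeping peaks with a fold of at least 3 left 1447 ± 88.4 per replicate (SD, n = 3), and at this threshold replicate 1, with 1465 peaks, lay between replicate 2 with 1351 and replicate 3 with 1525.

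How far the replicates found the same positions was tested first. An overlap of at least 1 bp was counted, and the same number was counted after 1000 random placements of the peaks on their own chromosomes. Of the replicate 1 peaks, 87.7% overlapped a replicate 2 peak and 89.8% overlapped a replicate 3 peak. In the other direction, 65.6% of replicate 2 peaks and 65.1% of replicate 3 peaks overlapped a replicate 1 peak. Replicates 2 and 3 overlapped each other for 80.4% of the replicate 2 peaks and 77.4% of the replicate 3 peaks. Random placement gave between 6.98% and 9.03% on average over the 6 comparisons. All 6 observed shares exceeded every random placement (permutation test, one-sided p = 0.001 in each, the smallest that 1000 placements can give; Benjamini-Hochberg adjustment over the 6 leaves this value as it is). The base-pair Jaccard index, the shared length divided by the length covered by either list, was 0.784 for replicates 1 and 2, 0.781 for replicates 1 and 3, and 0.803 for replicates 2 and 3, against 0.0265 to 0.0273 for random placement (permutation test, one-sided p = 0.001 in each). The fold threshold moved a share most. With peaks of a fold of at least 3, 87.0% of replicate 2 peaks overlapped a replicate 1 peak and 80.7% of replicate 1 peaks overlapped a replicate 2 peak, the opposite order to that of the full lists. At that threshold replicate 1 had the longer list of this pair, and in the full lists the shorter. When a pair of peaks had to cover at least 50% of each other, the 6 shares lay between 52.1% and 70.9%.

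**Figure D1:**
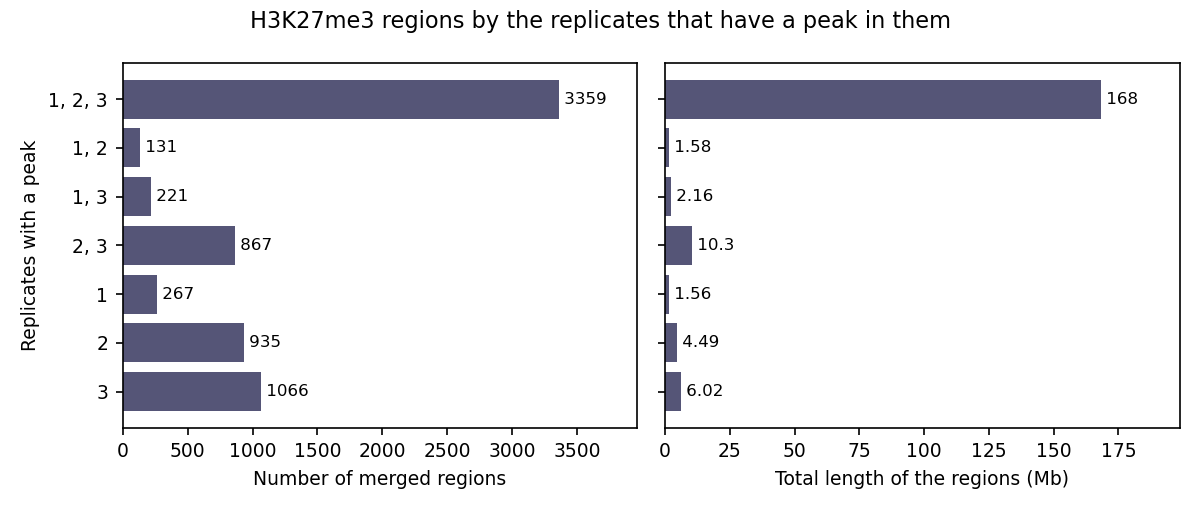
Bars give the number (left, x axis in regions) and the total length (right, x axis in Mb) of merged H3K27me3 regions for each combination of replicates with a peak in the region (y axis). The 3359 regions of all 3 replicates make up 168 Mb, and the 2268 regions of a single replicate make up 12.1 Mb.

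Merging all peaks that overlapped or touched gave 6846 regions with a total length of 194 Mb. Of these, 3359 regions (49.1%) had a peak in all 3 replicates, 1219 (17.8%) in 2 replicates and 2268 (33.1%) in 1 replicate. Placing all 3 lists at random 100 times gave 151 ± 9.22 regions (SD over the placements) with a peak in all 3 lists, and at most 171. By length the shares were different. Regions found in all 3 replicates held 86.6% of the merged sequence, regions of 2 replicates 7.21% and regions of 1 replicate 6.21%. Stretches that all 3 lists covered base by base summed to 136 Mb. Among the regions of 2 replicates, 867 were shared by replicates 2 and 3, 221 by replicates 1 and 3, and 131 by replicates 1 and 2. In 498 of the 867 regions that replicate 1 lacked (57.4%), the higher of the folds in replicates 2 and 3 was below 2.09, the value that 5% of the replicate 1 peaks do not reach. Of the 2218 single-replicate regions on the chromosomes, 216 lay in runs of at least 5 neighbouring regions called in the same replicate. Keeping peaks with a fold of at least 3 lowered the number of regions in all 3 replicates most, to 1099, while their share of all regions rose to 60.7%.

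Peaks differed in strength with the number of replicates that had them. Peaks in regions of all 3 replicates had a median fold of 2.69 ± 0.081 (SD, n = 3), against 2.01 ± 0.14 in regions of 2 replicates and 1.96 ± 0.16 in regions of 1 replicate (SD, n = 3 each). Their median width was 12.3 ± 0.78 kb, against 5.81 ± 0.51 kb and 3.96 ± 0.54 kb (SD, n = 3 each). The median −log10 q was 5.48 ± 1.76 in regions of all 3 replicates and 1.43 ± 0.12 in regions of 1 replicate (SD, n = 3 each). In each of the 3 replicates, all 3 measures were higher in the regions of all 3 replicates than in those of 1 replicate. Part of this is built in. A wider peak touches a peak of another list more easily, and a peak near the calling threshold is more easily missed there. No random baseline was computed for the classes, and no test was made. The classes were measured in the same 3 libraries, so their values are paired by replicate. The smallest p of 0.1 that an exact permutation test of 3 against 3 values allows holds for unpaired values only.

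Within the 3359 regions found in all 3 replicates, the fold ranked the regions alike. Spearman's rho across regions was 0.831 for replicates 1 and 2, 0.841 for replicates 1 and 3, and 0.855 for replicates 2 and 3. These are correlations across regions, which are not independent replicates, and no p-value was attached. Using −log10 p in place of fold gave between 0.848 and 0.881. Within the subset of 609 regions with a mean fold of at least 5, rho was higher, at 0.915, 0.910 and 0.903 for the same pairs. This subset held 53.3% of the length of the regions of all 3 replicates. The median width in this subset was 80.2 kb, against 12.4 kb in the other 2750 regions.

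**Figure D2:**
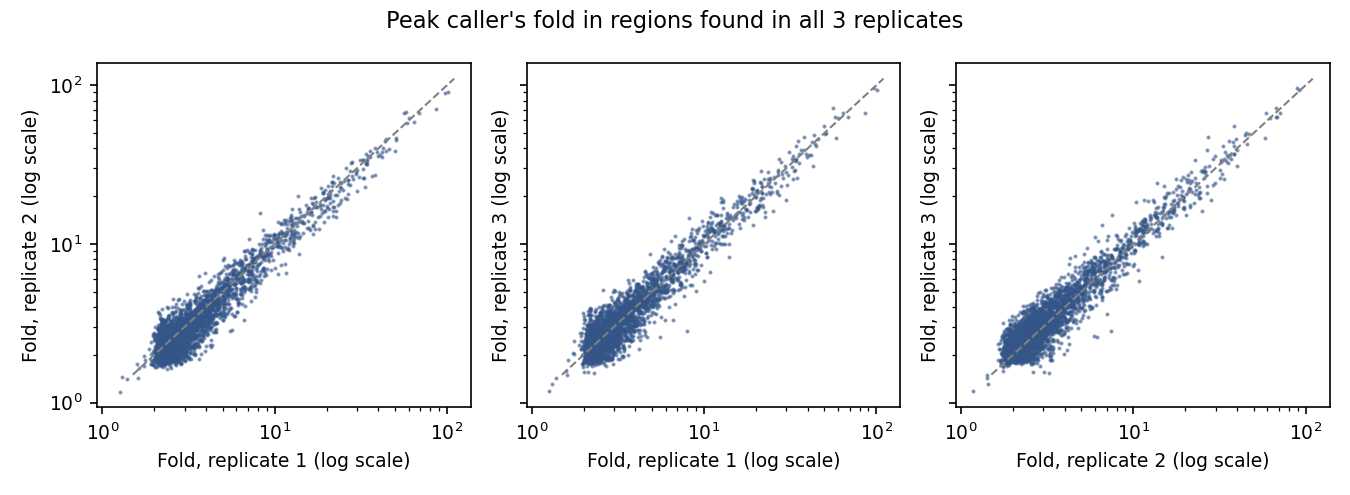
Each point is 1 of the 3359 regions found in all 3 replicates, and both axes give the peak caller's fold (no unit, log scale) in a pair of replicates, with the dashed line at equal fold. The points follow the line up to the highest folds, with Spearman's rho between 0.831 and 0.855 across regions.

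The distribution along the chromosomes was examined next. Of the 3237 regions of all 3 replicates on the 7 chromosomes, 41.7% had their midpoint in the distal parts, defined as 10% of the chromosome length at each end. Random placement on the same chromosomes gave 20.0% ± 0.66 (SD over 1000 placements; permutation test, two-sided p = 0.002, the smallest that 1000 placements can give). The placements treat all sequence of a chromosome alike and do not account for gene density or for how well reads map. The excess is therefore not shown to be specific to the mark. The share was 40.3% of the replicate 1 peaks, 36.4% of the replicate 2 peaks and 36.7% of the replicate 3 peaks, each above all random placements (permutation test, two-sided p = 0.002). It was 62.1% among the regions with a mean fold of at least 5, 37.3% among the other regions of all 3 replicates and 27.1% among regions of 1 replicate. The difference between these classes was not tested. The value depended most on the width of the distal part, since 5% of the length at each end held 27.9% and 20% held 59.5% of the regions, against 10.0% and 40.0% at random.

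**Figure D3:**
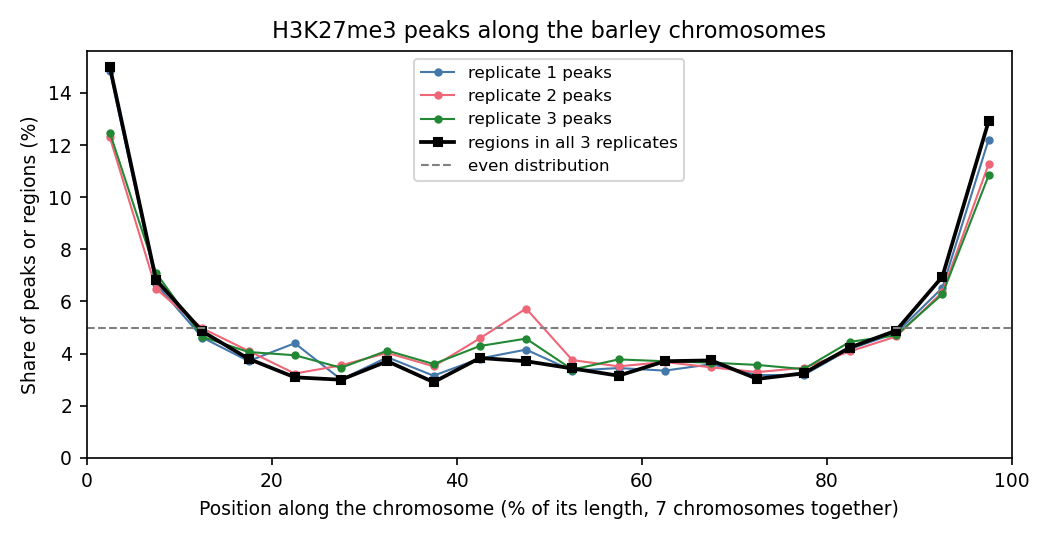
The share of peaks (replicates 1 to 3) or of regions found in all 3 replicates (y axis, %) is shown in 20 bins of the relative chromosome position (x axis, % of the length, 7 chromosomes together). The first bin held 486 and the last bin 418 of the 3237 regions, and the dashed line marks an even distribution.

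Peak density over all 7 chromosomes was 1.20 ± 0.20 peaks per Mb (SD, n = 3), and the chromosome means ranged from 1.04 ± 0.20 on 4H to 1.32 ± 0.20 on 7H (SD, n = 3 each). Replicate 1 was the lowest on every chromosome, which makes up much of this SD. Within replicates, 4H had the lowest density in each of the 3, with 0.809, 1.17 and 1.14 peaks per Mb against 1.09, 1.45 and 1.41 on 7H. The highest density was on 7H in replicates 1 and 2 and on 1H in replicate 3. The covered share of sequence was 5.19% ± 0.25 on 7H and 2.15% ± 0.21 on 4H (SD, n = 3 each), and 7H had the highest and 4H the lowest covered share in each of the 3 replicates. No test was made of the difference between chromosomes. A further 178 ± 2.6 peaks (SD, n = 3) lay on Un.

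The strongest and the widest regions were selected among those found in all 3 replicates. Positions are 1-based and are given as in the peak lists. Neither the labels nor the lists name the genome build, so genes at these positions are not given. The region with the highest mean rank of fold lay on 7H from 8258193 to 8751535, with a fold of 95.0 ± 5.4 (SD, n = 3). The next was on 5H from 129592645 to 130080303, with a fold of 94.3 ± 4.0 (SD, n = 3). On 1H, the region from 3646597 to 4312458 had a fold of 74.7 ± 10.4, and the region from 352594008 to 353374721 had a fold of 65.2 ± 8.2 (SD, n = 3 each). On 5H, the region from 783455 to 1271514 had a fold of 66.2 ± 2.7 (SD, n = 3). The last 2 had the same mean rank as a region on 7H from 364841502 to 366041774, and this tie was broken by chromosome order alone. These 5 regions were between 488 and 781 kb wide. The spread between replicates was larger than the difference in fold between the first 2 regions, and likewise between the last 2.

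The widest region spanned 3.16 Mb on 5H from 118307746 to 121464566 and had a fold of only 4.62 ± 0.48 (SD, n = 3). The second, of 2.31 Mb on 2H from 575561053 to 577874569, had a fold of 12.5 ± 1.4 (SD, n = 3). The others were a region of 1.58 Mb on 6H from 272787 to 1850314 with a fold of 28.2 ± 2.3, one of 1.33 Mb on 1H from 18021244 to 19353917 with a fold of 41.5 ± 3.0, and one of 1.20 Mb on 7H from 364841502 to 366041774 with a fold of 63.3 ± 3.8 (SD, n = 3 each). In each of these 10 regions, a replicate had between 1 and 3 peaks.

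**Figure D4:**
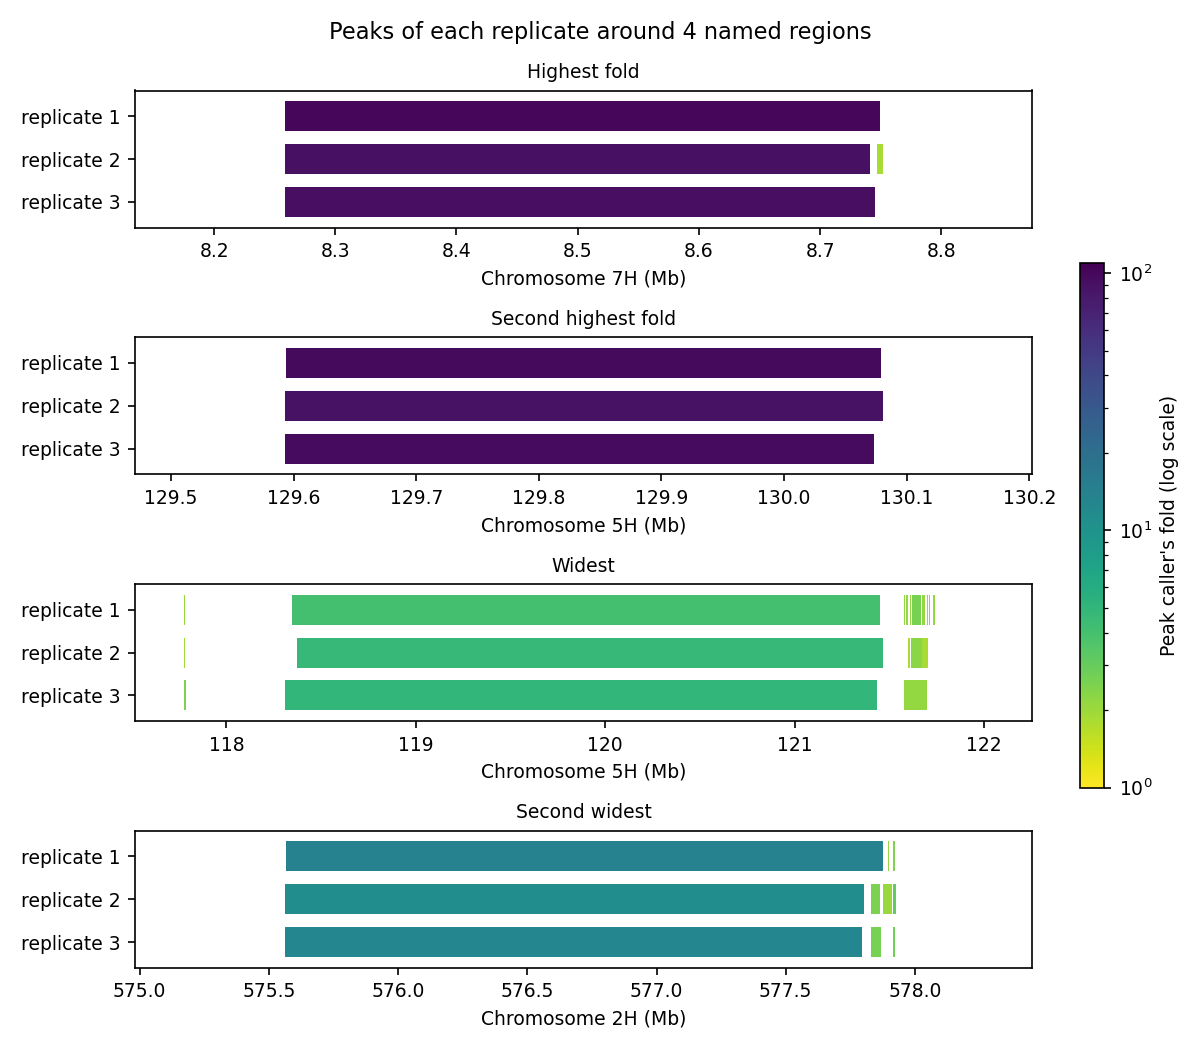
Peaks of each replicate (rows) are drawn to scale along the chromosome (x axis, Mb) around the 2 regions with the highest fold and the 2 widest regions, coloured by the peak caller's fold on a log scale. In each panel all 3 replicates have a wide peak with nearly the same ends, and the folds of the widest region (4.62 ± 0.48) are far below those of the region with the highest fold (95.0 ± 5.4).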

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

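Of the tests in this part, that of peak splitting at contig joins was chosen only after the peak density of the unplaced sequence had been seen; that of same-length chromosome windows was chosen before its result was seen, but the weight given to it was decided afterwards.

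The sequence named Un, which the comparison along the chromosomes did not use, held 122 regions found in all 3 replicates. With 6.15 ± 0.091 peaks per Mb (SD, n = 3) it was denser than the 7 chromosomes, which had 1.20 ± 0.20 (SD, n = 3). Peaks covered 29.9% ± 1.0 of its length against 3.71% ± 0.26 of the chromosomes (SD, n = 3 each). Unlike the number of peaks on the chromosomes, the number on Un was nearly equal in the 3 replicates, at 179, 180 and 175. If Un is a string of short contigs, joins between them could split peaks and raise their number. The values argue against this as the sole source, since the median peak width on Un was 19.6 ± 0.40 kb, against 8.93 ± 0.60 kb on the chromosomes (SD, n = 3 each), and the covered share was higher as well. Whether joins cut still wider domains and so added to the number of peaks cannot be told from these values. A second candidate explanation is that the contigs come from peak-rich distal parts. The chromosomes were cut into 4004 windows of the length of Un, which overlap each other and are not independent. Among them, the highest covered share in any replicate was 26.7%, in the first window of 1H, below the 28.7% to 30.6% of Un in the 3 replicates. No window reached the share of Un. Taken alone, this counts against the distal origin, but the weight given to it was decided after the result was seen. Within replicates 1, 2 and 3 the highest window held 25.2%, 26.7% and 26.6%, against 30.6%, 30.3% and 28.7% on Un. The shortfall thus had the same direction in each replicate, but a window averages over a whole stretch. For that reason the distal origin and an excess of its own cannot be told apart: contigs need not come from 1 contiguous stretch and their origin is not known here. Collapsed repeat copies and reads that map to several places also stay open, as no read data were analysed here. The median fold on Un was 2.63 ± 0.24, against 2.29 ± 0.20 on the chromosomes (SD, n = 3 each), and was higher on Un in each of the 3 replicates. No biological explanation was tested, since the design has a single tissue and stage.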

How the results depend on the processing

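The alternatives for the summaries by number of replicates, for the chromosome densities and for the folds of the named regions were chosen after seeing the data; the others were fixed before. In all, 44 results were recomputed under 192 alternatives. Among the 69 alternatives of the 13 results with a permutation test (overlap shares, Jaccard indices and distal shares), no difference from random placement changed direction or its side of the 0.05 threshold, and the largest p was 0.002.

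The thresholds on peaks moved the counts most. With a −log10 q of at least 5, the mean number of peaks was 1934, the covered length 130.0 Mb, and the numbers of regions in 3, 2 and 1 replicates were 1310, 569 and 636. With a fold of at least 3, the same values were 1447 peaks, 120.2 Mb, and 1099, 277 and 436 regions. Both remove weak peaks by construction. The share of regions in all 3 replicates rose from 49.1% to 52.1% and 60.7%. With an equal number of peaks per replicate it was 55.5%, from 2996 regions. With the width of the distal part kept, the distal share was highest at a fold of at least 3, with 53.9%, and lowest for regions present in at least 2 of the 3 replicates, a larger set, with 38.3%.

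The lower overlap of replicates 2 and 3 by replicate 1 depended on the threshold. With a fold of at least 3, 87.0% of replicate 2 peaks were overlapped by replicate 1, more than the 80.7% of replicate 1 peaks overlapped by replicate 2. For replicates 1 and 3 the order stayed, at 82.0% of replicate 3 peaks and 85.5% of replicate 1 peaks. With an equal number of peaks per replicate the gap nearly closed, to 77.3% of replicate 2 peaks against 80.5% of replicate 1 peaks, and to 79.3% of replicate 3 peaks against 82.4% of replicate 1 peaks. With a −log10 q of at least 5 the gap widened. It was 64.1% against 95.4% for replicates 2 and 1, and 61.1% against 97.1% for replicates 3 and 1. In the full lists and at both thresholds, the longer list of a pair had the lower share. Replicates 1, 2 and 3 held 1417, 2117 and 2268 peaks at this q, and 1465, 1351 and 1525 at the fold threshold. The gap thus follows the list lengths and is not separate evidence on the replicates. At a lower depth fewer peaks pass a given q, but the cause of the different lengths was not tested in this part. Random placement within 5 Mb of each peak raised the random share to between 11.2% and 14.6%.

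Ranking by −log10 p in place of fold gave a Spearman's rho across regions of 0.848 for replicates 1 and 2, 0.861 for replicates 1 and 3, and 0.881 for replicates 2 and 3; the cause was not tested. Across the 3 fits that each left out 1 replicate, the mean number of peaks ranged from 4933 to 5704, the covered length from 161 to 171 Mb, the regions found in all remaining replicates from 3519 to 4273, the regions of 1 replicate from 2407 to 2467, and the distal share from 38.9% to 41.6%. Regions of 2 replicates have no such value, since 2 replicates remain. Among the other results, 25 values moved by more than the spread between replicates under an alternative: 14 peak densities of chromosomes fell under the stricter thresholds, and 11 median folds or widths rose.

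No paired analysis was possible because the ChIP and input groups share replicate numbers but the input libraries were not analysed here, so no test compared the groups. The alternatives for peaks at genes, genes with H3K27me3 and gene classes were not run, as those results were left out. The unknown depth limits the statements on peaks found in a single replicate: a peak missing from a list was not detectable there at the authors' threshold, which is not evidence of absence.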

Other observations

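The tests in this part were chosen after the results they bear on had been seen, except the test of regions with a mean fold of at least 5 against shifted genes, which was chosen before.

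Replicate 1 had the fewest peaks, 4273 against 5593 and 5815. A weaker enrichment in this library would lower the number of strong peaks, but replicate 1 had 1465 peaks with a fold of at least 3, between the 1351 of replicate 2 and the 1525 of replicate 3. A candidate explanation is that fewer reads stand behind its list. At the same fold, between 2.2 and 2.6, the median −log10 p was 3.55 in replicate 1 (1081 peaks) against 5.79 in replicate 2 (889 peaks) and 5.74 in replicate 3 (842 peaks), as fewer reads would give. Whether these would be ChIP reads or control reads stays open, since the scaling of the peak caller is not stated.

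Single-replicate regions came in runs. On the chromosomes, 25 runs of at least 5 neighbouring regions were called in the same single replicate, 13 of them in replicate 3, 11 in replicate 2 and 1 in replicate 1. The longest was a run of 24 regions over 374 kb on 3H from 57149787 to 57524103, with a median fold of 1.84 and no peak of replicates 1 or 2 between them. Runs of 20 and 19 regions, also of replicate 3, lay on 5H from 127919101 to 128374360 and on 1H from 249097887 to 249555510. These positions were chosen after their values were seen. Permuting the replicate labels of the single-replicate regions within chromosomes 1000 times gave runs of at most 15 regions (permutation test, one-sided p = 0.001, the smallest that 1000 permutations can give) and 4.24 runs of at least 5 on average. Independent chance calling of each region would not give a run of 24. The median gap between regions inside runs was 10.6 kb, against 323 kb between other neighbours, so a run may be 1 wide weak domain cut into many short peaks. Counting each run once would lower the 2218 single-replicate regions on the chromosomes to 2027. A threshold more permissive in replicate 3 than in replicate 2 is argued against by the lowest folds, whose first percentile was 1.74 in replicate 3 and 1.73 in replicate 2. In replicate 1, with a single run, it was 2.00, so a lower fold limit in both other lists stays open as a reason for their more numerous runs. The share of run regions with a fold below the lower quartile of their list was 88.3% in replicate 3, 57.5% in replicate 2 and 100% of 6 regions in replicate 1. Peaks in single-replicate regions were weak in general. Their median fold was 1.86 in replicate 3 and 1.88 in replicate 2, below the lower quartiles of these lists, 1.89 and 1.90. The share in replicate 2 thus shows nothing specific to runs. Why a whole stretch passes the threshold in a single replicate stays open between a local shift of background, a copy-number difference and a biological difference between tissue samples, if the replicates come from separate tissue, none of which was tested.

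A few regions were called in all 3 replicates at very low folds. In 4 regions the fold was below 1.7 in every replicate: on 2H from 546 to 10600 (1.35 ± 0.081), on 3H from 1076659 to 1087399 (1.51 ± 0.094), on 4H from 604599730 to 604610900 (1.41 ± 0.026) and on Un from 20042813 to 20047327 (1.21 ± 0.046; SD, n = 3 each). They, and the limit of 1.7, were chosen after their values were seen. Their peaks had a median −log10 p of 6.93, 8.97 and 10.4 in replicates 1, 2 and 3, against 2.83, 3.13 and 3.08 for peaks with a higher fold between 1.7 and 2.2. These medians rest on 4, 6 and 4 peaks, and the lowest value in replicate 2, 2.99, was below the median of the peaks it is compared with. The medians are consistent with a high background coverage at these spots, such as from high-copy sequence, where a small ratio rests on many reads. A biological enrichment at these spots was not tested.

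The genome build was tested with the positions of 30627 protein-coding genes of the MorexV3 assembly, which were shifted against the peaks in steps of 50 kb up to 5 Mb either way. Of the 3237 regions of all 3 replicates on the chromosomes, 427 (13.2%) overlapped a gene at zero shift. The 200 other shifts gave between 734 and 865 regions, with a median of 812. The number was 442 at a shift of 3 kb, 618 at 10 kb and 812 at 30 kb, and it was similar for shifts the other way. A sharp extreme within 3 kb of zero shift is consistent with peak positions that are on the MorexV3 assembly or on one with the same positions to within a few kb.

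Under that hypothesis, the extreme is a dip: H3K27me3 regions overlapped annotated protein-coding genes less often than their surroundings would give. Each list showed it alone, with 432 peaks in replicate 1 against at least 740 at the 200 shifts in 50-kb steps, 509 against at least 849 in replicate 2, and 462 against at least 882 in replicate 3. At shifts of 1 or 3 kb the numbers were close to those at zero and in part lower, such as 477 in replicate 2. A location in gene-poor parts of the chromosomes is argued against, because shifts of only 50 and 100 kb already gave a median of 812.5 regions with a gene. Weak regions near the calling threshold are not the sole source either. Among 572 regions with a mean fold of at least 5, 220 overlapped a gene at zero shift, against 290 to 344 at the 200 shifts in 50-kb steps. The number of genes inside these strong regions stood out less, with 1070 genes at zero shift, a median of 1151 at the others, and 7 of 200 shifts with as few genes. Strong wide regions without a gene and others with many genes would give both values. A lower ChIP signal at genes, a higher background there through easier shearing of open chromatin, and a preference of the mark for intergenic sequence in this tissue may each give such a dip; none was tested, as no read data and no second tissue were analysed here.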
